# Histone H1 Limits DNA Methylation in *Neurospora crassa*

**DOI:** 10.1534/g3.116.028324

**Published:** 2016-05-06

**Authors:** Michael Seymour, Lexiang Ji, Alex M. Santos, Masayuki Kamei, Takahiko Sasaki, Evelina Y. Basenko, Robert J. Schmitz, Xiaoyu Zhang, Zachary A. Lewis

**Keywords:** chromatin, histone H1, nucleosome positioning, DNA methylation

## Abstract

Histone H1 variants, known as linker histones, are essential chromatin components in higher eukaryotes, yet compared to the core histones relatively little is known about their *in vivo* functions. The filamentous fungus *Neurospora crassa* encodes a single H1 protein that is not essential for viability. To investigate the role of *N. crassa* H1, we constructed a functional FLAG-tagged H1 fusion protein and performed genomic and molecular analyses. Cell fractionation experiments showed that H1-3XFLAG is a chromatin binding protein. Chromatin-immunoprecipitation combined with sequencing (ChIP-seq) revealed that H1-3XFLAG is globally enriched throughout the genome with a subtle preference for promoters of expressed genes. In mammals, the stoichiometry of H1 impacts nucleosome repeat length. To determine if H1 impacts nucleosome occupancy or nucleosome positioning in *N. crassa*, we performed micrococcal nuclease digestion in the wild-type and the Δ*hH1* strain followed by sequencing (MNase-seq). Deletion of *hH1* did not significantly impact nucleosome positioning or nucleosome occupancy. Analysis of DNA methylation by whole-genome bisulfite sequencing (MethylC-seq) revealed a modest but global increase in DNA methylation in the Δ*hH1* mutant. Together, these data suggest that H1 acts as a nonspecific chromatin binding protein that can limit accessibility of the DNA methylation machinery in *N. crassa*.

In eukaryotes, packaging of genomic DNA into chromatin is essential for genome function. The most basic unit of the chromatin fiber is the nucleosome core particle (NCP), made up of ∼146 bp of DNA wrapped around a core of histones H3, H4, H2A, and H2B (Kornberg and Thomas 1974; Olins and Olins 1974; Luger *et al.* 1997). In addition to the core histones, many organisms encode one or more H1 proteins, also known as linker histones. H1 proteins are evolutionarily unrelated to the core histones and are characterized by a central winged helix domain, or globular domain, flanked by unstructured N- and C-termini (Cerf *et al.* 1993; Ramakrishnan *et al.* 1993; Kasinsky *et al.* 2001). Early studies showed that animal H1 proteins bind outside of the NCP (Baldwin *et al.* 1975; Shaw *et al.* 1976) and can protect an additional 20 bp of DNA from nuclease digestion (Whitlock and Simpson 1976; Noll and Kornberg 1977). Subsequent studies revealed that H1 binds near the NCP dyad axis and can interact with DNA as it enters and exits the NCP (recently reviewed in Bednar *et al.* 2016). Although the interactions between H1 and the NCP have been extensively investigated, H1’s roles in the cell remain poorly understood.

*In vivo* studies of mammalian H1 are complicated by the existence of 11 H1 variants that appear to be partially redundant (Pan and Fan 2015). Deletion of single H1 variants failed to produce significant phenotypes in mice (Fan *et al.* 2001), but mice lacking three H1 variants are inviable (Fan *et al.* 2003) and triple-knockout embryonic stem cells (ESCs) are unable to differentiate (Zhang *et al.* 2012a). These and other data suggest that animal H1 variants cooperate to perform critical functions, influencing gene regulation (Fan *et al.* 2005; Li *et al.* 2012b; Zhang *et al.* 2012b), establishment, and/or maintenance of chromatin modification patterns (Li *et al.* 2012b; Zhang *et al.* 2012a; Yang *et al.* 2013; Lu *et al.* 2013) and formation of higher order chromatin structures (Fan *et al.* 2005; Geeven *et al.* 2015).

Less is known about the functions of H1 in other groups of organisms, but genetic studies have been carried out in a handful of microbial model systems. H1 is not essential for viability in the single-celled *Saccharomyces cerevisiae* (Patterton *et al.* 1998) or *Tetrahymena thermophila* (Shen *et al.* 1995). Similarly, H1-deficient mutants are viable in several filamentous fungi including *Neurospora crassa* (Folco *et al.* 2003), *Aspergillus nidulans* (Ramón *et al.* 2000), and *Ascobolus immersus* (Barra *et al.* 2000). The yeast H1 homolog Hho1p suppresses homologous recombination (Downs *et al.* 2003; Li *et al.* 2008), impacts ribosomal RNA processing (Levy *et al.* 2008), and influences chromatin compaction during stationary phase (Schäfer *et al.* 2008). In *T. thermophila*, H1 is required for normal chromatin compaction in macronuclei and influences expression of a small number of genes (Shen *et al.* 1995; Shen and Gorovsky 1996). It is important to note that both yeast Hho1p and *T. thermophila* H1 have atypical protein structures. The yeast protein contains two globular domains, whereas the *T. thermophila* protein lacks a globular domain altogether. Thus, it is not clear if these proteins are functionally analogous to H1 in other organisms.

The filamentous fungi *N. crassa*, *A. nidulans*, and *A. immersus* encode H1 proteins with a canonical tripartite structure, raising the possibility that these genetic systems can be used to gain insights into H1 function in plants and animals. In *N. crassa*, an *hH1*-deficient strain displayed reduced growth and H1 was required for repression of the *cfp* gene in the presence of ethanol (Folco *et al.* 2003). In *A. immersus*, *H1* gene silencing led to increased nuclease accessibility and increased DNA methylation (Barra *et al.* 2000). In contrast, deletion of *hhoA* in *A. nidulans* failed to produce a phenotype (Ramón *et al.* 2000). In general, the functions of H1 in filamentous fungi remain poorly understood. Moreover, it is not clear if H1 plays similar roles in fungal and animal cells. In the present study, we utilized molecular and genomic approaches to investigate the functions of H1 in the model fungus *N. crassa*. We confirmed that *N. crassa* H1 is a chromatin component *in vivo*, and we found that H1 is not a major determinant of nucleosome positioning, nucleosome repeat length, or nucleosome occupancy. We report that an H1 fusion protein exhibits enhanced enrichment at nucleosome-free regions and is depleted from coding sequences of expressed genes in a ChIP-seq assay. We also show that loss of H1 causes a global increase in DNA methylation.

## Materials and Methods

### Strains, growth media, and molecular analyses

All *Neurospora* strains used in this study are listed in Table 1. Knockout strains of *hH1* were generated by the *N. crassa* gene knockout consortium (Colot *et al.* 2006) and obtained from the Fungal Genetics Stock Center (McCluskey *et al.* 2010). *Neurospora* cultures were grown at 32° in Vogel’s minimal medium (VMM) + 1.5% sucrose (Davis *et al.* 1970). Crosses were performed on modified synthetic cross medium at 25° (Davis *et al.* 1970). For plating assays, *N. crassa* conidia were plated on VMM with 2.0% sorbose, 0.5% fructose, and 0.5% glucose. When relevant, plates included 200 μg/ml hygromycin or 400 μg/ml basta (Pall 1993). *N. crassa* transformation (Margolin *et al.* 1997), DNA isolation (Pomraning *et al.* 2009), protein isolation, and western blotting (Honda and Selker 2008) were performed as previously described. 3X-FLAG knock in constructs were made by introduction of linear DNA fragments constructed by overlapping PCR using described plasmid vectors (Honda and Selker 2009) and *N. crassa* fragments generated using the following primers: H1 CDS FP 5′-GAG GTC GAC GGT ATC GAT AAG CTT AT ATC CAC CGA CAA CAT GTT CGA CTC-3′; H1 CDS RP 5′-CCT CCG CCT CCG CCT CCG CCT CCG CCT GCC TTC TCG GCA GCG GGC TC-3′; H1 UTR FP 5′-TGC TAT ACG AAG TTA TGG ATC CGA GCT CGA CTC GTT CCT TTG GGA TGA T-3′; H1 UTR RP 5′-ACC GCG GTG GCG GCC GCT CTA GAA CTA GTT CAT CAA ACC AAA TTC TCG G-3′. To separate soluble nuclear proteins from the chromatin fraction, cultures were grown overnight and cells were collected, ground in liquid nitrogen, and resuspended in 1 ml of low salt extraction buffer [50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 2 mM EDTA, plus protease inhibitor tablets (cat # 11836153001; Roche, Indianapolis, IN)]. Extracts were centrifuged at 14,000 rpm and the supernatant containing soluble proteins was saved. The pellet was resuspended in 1 ml of high salt extraction buffer [50 mM HEPES-KOH pH 7.5, 600 mM NaCl, 2 mM EDTA, plus protease inhibitor tablets (cat # 11836153001; Roche, Indianapolis, IN)] and subjected to sonication. Extracts were centrifuged at 14,000 rpm in a microfuge and the supernatant was saved as the chromatin fraction. Both fractions were analyzed by western blotting using anti-FLAG antibodies (cat # F1804; Sigma-Aldrich) and anti-H3 antibodies (cat # 06-755 Millipore).

**Table 1:** Strains used in this study

Lab Strain #	Description	Source
S1	FGSC #4200 wild-type *mat a*	(McCluskey *et al.* 2010)
S2	FGSC #2489 wild-type *mat A*	(McCluskey *et al.* 2010)
S240	*hH1-3xflag-Hph+ mus-52*::*Basta*	This study
FGSC #12224	*ΔhH1*::*Hph+ mat A*	(Colot *et al.* 2006)
S123	*Δdim-2*::*Hph+ mat A*	(Kouzminova and Selker 2001)
S94	*hH1^RIP2^*	(Folco *et al.* 2003)

### DNA sequencing and data analysis

#### ChIP-seq:

For chromatin immunoprecipitation (ChIP) experiments, 5 × $10^{6}$ conidia/ml were inoculated into 50 ml of VMM and incubated at 32° for 5 hr. Cells were harvested and ChIP was performed as previously described (Sasaki *et al.* 2014) using anti-FLAG antibodies (cat # F1804; Sigma-Aldrich) or antibodies to the unphosphorylated C-terminal repeat of RNA polymerase II (8WG16; cat# MMS-126R; Covance). Two biological replicates were performed for each experiment. Libraries were prepared using the TruSeq ChIP sample prep kit (Illumina, cat # IP-202-1012) according to the manufacturer’s instructions with the following modification. Library amplification was performed using only four cycles of PCR to reduce biased enrichment of GC-rich DNA (Ji *et al.* 2014). Libraries were sequenced at the University of Georgia Genomics Facility on an Illumina NextSeq 500 instrument. Reads were aligned to version 12 of the *N. crassa* genome (Refseq Accession # GCF_000182925.2; Galagan *et al.* 2003) using the Burrows-Wheeler Aligner (BWA version 0.7.10) (Li and Durbin 2009). To determine if H1-3XFLAG was enriched over background, coverage was normalized to mitochondrial DNA as follows. We used BEDtools (version 2.25.0) ‘coverage’ to calculate read coverage for 1000 bp windows across the genome (Quinlan and Hall 2010). We then used BEDtools ‘map’ to calculate the median coverage for mitochondrial DNA. The coverage for each 1000 bp window was then divided by the median coverage for mitochondrial DNA. As a positive control, data from a previously published ChIP experiment for methylated lysine-9 of H3 was analyzed (Accession #SRX550120; Sasaki *et al.* 2014).

The Hypergeometric Optimization of the Motif EnRichment (HOMER version 4.7.2) software package (Heinz *et al.* 2010) was used to generate metaplots and heatmaps of enrichment data (annotatePeaks.pl module; using the -hist and -ghist option, respectively). We first created a custom HOMER genome annotation for *Neurospora* using a fasta file and a GTF file (Supplemental Material, File S1) containing the version 12 genome assemblies and annotations, respectively (Galagan *et al.* 2003). All plots were centered on transcriptional start sites or transcriptional termination sites, and a window size of 10 bp was specified for all histograms (-hist 10). HOMER was also used to construct metaplots of expression-ranked gene groups using the -list option. 

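Expression levels were taken from RNA-seq of germinating conidia of a wild-type strain and of an *hH1* mutant strain, grown for 5 hr in minimal medium, with 3 replicate libraries for each strain. Total RNA was depleted of ribosomal RNA and made into strand-specific libraries, so that reads from opposite strands could be told apart. The authors aligned the reads with TopHat to the NC12 genome assembly and estimated the level of each annotated transcript with Cufflinks, which divides the reads of a gene among its transcripts. The deposited values are fragments scaled to transcript length and to a total of mapped fragments (FPKM, a unit the paper calls RPKM), without further scaling here. Whether each library was scaled to its own total is not stated. The table lists 10785 transcripts of 9730 genes in 6 libraries. The transcripts of a gene were summed, because the paper ranks genes, and genes listed at 0 were kept. The columns of the table carry the strain but not the replicate number of the sample labels, so libraries are named below by strain and by their order in the table. The 3 wild-type libraries summed to 551935, 567972 and 572043 FPKM over all genes, and the 3 mutant libraries summed to 639266, 629274 and 626049 FPKM. FPKM give no read totals, but the low values of genes with 1 transcript fell on steps of whole fragments. Transcript lengths were read from the part of File S1 at hand, which covers 259 of the 10785 transcripts. From the size of these steps in 173 transcripts, the depth was estimated at 6480000, 9070000 and 11200000 fragments in the wild-type libraries and at 9130000, 7420000 and 5730000 fragments in the mutant libraries, if each library was scaled to its own total. Spearman correlations across genes, which are not independent replicates, were between 0.983 and 0.985 for pairs of wild-type libraries and between 0.976 and 0.989 for pairs of mutant libraries. No 2 libraries were copies of each other, since a pair shared the same value above 0 in at most 3 genes. As a check of the labels, the level of *hH1* itself (NCU06863, LG VII 546038 to 548166 of NC12) was 295 ± 30.5 FPKM (SD, n = 3) in the wild type and 4.88 ± 3.92 FPKM (SD, n = 3) in the mutant, and every mutant library was lower than every wild-type library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).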

Genes were assigned into expression-ranked groups by expression level determined by RNA-seq (see below). RPKM values for each quintile group were: Q1 (12927.9–36.8); Q2 (36.8–13.8); Q3 (13.8–4.9); Q4 (4.9–0.33); Q5 (0.33–0). Thus, most genes in expression group 5 were silent or rarely expressed.

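In the deposited table, the 9730 genes were sorted by their mean FPKM over the 3 wild-type libraries and divided into 5 groups of 1946 genes. The paper's text does not name the libraries or the kind of average used for its ranking. Group 1 reached from 13412 to 38.1 FPKM, group 2 from 38.1 to 14.3, group 3 from 14.3 to 5.12, group 4 from 5.12 to 0.346 and group 5 from 0.345 to 0 FPKM. When each wild-type library was ranked alone, the lowest value of group 1 was 38.5 ± 1.11 FPKM (SD, n = 3 libraries), that of group 2 was 14.3 ± 0.434, that of group 3 was 5.10 ± 0.273 and that of group 4 was 0.269 ± 0.0486. The limit between groups 4 and 5 thus varied most between libraries in relation to its size, from 0.226 to 0.322 FPKM. At an exon length of 2231 bases, the median of these 173 transcripts, 0.33 FPKM stood for an estimated 4.33 to 7.51 fragments in a wild-type library, so this limit rests on few reads per gene. The choice that moved the limits between groups most was whether silent genes were ranked. With only the genes above 0 in at least 1 wild-type library, group 4 ended at 2.02 FPKM.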

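Of the 1946 genes in group 5, 1289 (66.2%) were listed at 0 in all 3 wild-type libraries, and 1633 (83.9%) were listed at 0 in at least 2 of them. A single wild-type library listed 81.2 ± 2.55% of the group at 0 (SD, n = 3). A mean under 0.1 FPKM was found for 1530 genes of the group (78.6%). Outside group 5, genes at 0 were rare, which follows largely from ranking the genes on the same 3 libraries. Groups 1 and 2 held 0 such genes in each wild-type library, group 3 held between 1 and 3 of its 1946 genes, and group 4 held 86, 100 and 52 genes in the 3 libraries. The share of group 5 at 0 was 82.7% in each of the first and second wild-type libraries listed and 78.3% in the third. A value of 0 in this table can mean that no fragment was assigned to the gene or that no estimate was made. Group 5 includes *gpd-1* (NCU01528, LG II 3180104 to 3182245), which was listed at 0 in the 3 wild-type libraries and at 37393, 29444 and 30211 FPKM in the 3 mutant libraries. From the range of expression values in group 5, the paper concludes that most of these genes were silent or rarely expressed.

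**Figure D1:**
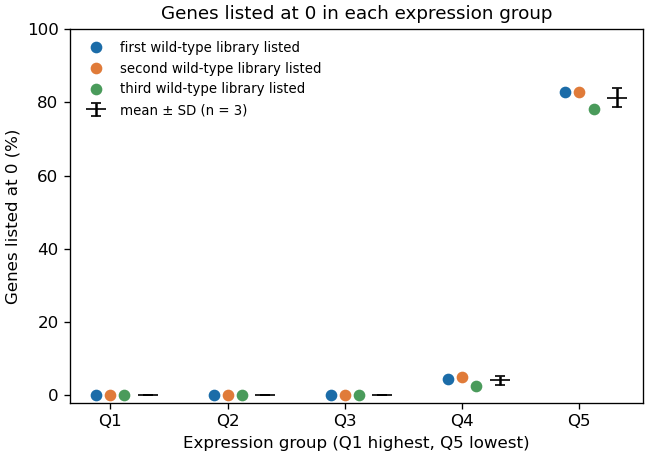
Share of genes listed at 0 (%, vertical axis) in each of the 5 expression groups (horizontal axis, 1946 genes per group), with a point for each wild-type library and the mean ± SD (n = 3) in black. Group 5 lies between 78.3% and 82.7%, and group 4 lies at or under 5.14%. The groups were ranked on the same libraries, which by itself gathers genes at 0 in group 5.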

#### MNase digestion:

For micrococcal nuclease (MNase) experiments, 5 ×$10^{6}$ conidia/ml were inoculated into 50 ml of VMM and incubated at 32° for 5 hr. The cell suspension was transferred to a 50 ml conical flask and centrifuged at 1000 × *g* for 5 min to pellet germinated conidia. Cell pellets were washed with 10 ml Phosphate Buffered Saline (PBS) (Sambrook *et al.* 1989) and then resuspended in 10 ml of PBS containing 1% formaldehyde. The cell suspension was transferred to a 125 ml flask and incubated with gentle shaking for 30 min at room temperature before the cross-linking agent was quenched by addition of 500 ml 2.5 M glycine. The cell suspension was transferred to a 50 ml conical tube and germinating conidia were pelleted by centrifugation for 5 min at 1000 × *g*. Cells were washed once in 40 ml of PBS and resuspended in 1 ml of ice-cold PBS. Cells were pelleted by centrifugation for 5 min at 5000 × *g*, and each cell pellet was resuspended in NPS buffer with calcium chloride [50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 5 mM MgCl${}_{2}$, 1 mM CaCl${}_{2}$, 1% Triton-X 100, 0.1% deoxycholate, 0.5 mM spermidine, 1 mM PMSF plus Roche EDTA-free protease inhibitor tablets (catalog # 05892791001)]. Cells were then lysed by gentle sonication using a Heat Systems, Ultrasonics W-380 sonicator with micro tip (Output 2.0, Duty Cycle 80%; 30 1 sec pulses). The chromatin fraction was pelleted by centrifugation for 5 min at 14,000 × *g*. The supernatent was discarded and each pellet was resuspended in 1 ml of NPS buffer and transferred to a 15 ml conical tube. NPS buffer with calcium chloride was added to raise the volume to 6 ml and the chromatin sample was mixed by pipetting. Then, 700 μl aliquots were transferred to 1.5 ml tubes and 2 units of micrococcal nuclease (cat #2910A; Clontech) were added to each tube. Individual samples were incubated at 37° for 5, 10, 20, 40, or 60 min. MNase digestions were stopped by addition of 15 μl 0.5M EDTA and 25 μl 4M NaCl, and samples were incubated overnight at 65° to reverse cross-links. A total of 6 μl RNase A (10 mg/ml; Fisher Scientific, cat # BP2529250) was added and samples were incubated for 2 hr at 50°. A total of 6 μl of 10% SDS and 10 μl Proteinase K (10 mg/ml; Fisher Scientific, cat # BP1700) was then added and samples were incubated for 2 hr at 65°. The digested DNA was isolated by phenol-chloroform extraction and precipitated overnight at −20° in ethanol and sodium acetate (Sambrook *et al.* 1989). Digested DNA was resolved by gel electrophoresis to confirm that digestion was successful.

#### MNase-seq:

We constructed sequencing libraries from mononucleosomes generated by 20 or 60 min MNase digestion. We first performed a gel extraction (Qiagen, cat #28706) of mononucleosomal DNA (∼150 bp) and constructed libraries using an Illumina TruSeq Sample preparation kit (Illumina) according to the manufacturer’s instructions. A total of 50 bp paired-end sequencing reads were generated on an Illumina HiSeq 2500 instrument at the Oregon State University genomics core facility. Due to a technical problem during the sequencing run, only 44 bp of sequence were obtained for the read 2 sequence. Sequences were mapped to the *N. crassa* version 12 genome assembly (Galagan *et al.* 2003) using bowtie2 (version 2.2.3) (Langmead and Salzberg 2012). To analyze the size distributions in the wild-type and the *hH1* strain, the Picard software package (http://broadinstitute.github.io/picard) was used to remove duplicate reads and determine insert size metrics (using ‘CollectInsertSizeMetrics’). HOMER was used to create metaplots of MNase data as described above. In all cases, a window size of 10 bp was used (-hist 10). Metaplots depict only plus strand reads (using the ‘-strand +’ option) and thus peaks indicate the left edge of nucleosomes.

#### RNA-seq:

For RNA-seq experiments, 5 × 10${}^{6}$ conidia/ml were inoculated into 50 ml of VMM containing 2% glucose and grown for 5 hr at 32°. RNA isolation was performed as described (Bell-Pedersen *et al.* 1996; Schwerdtfeger and Linden 2001), and strand-specific RNA-seq libraries were prepared from 5 μg total RNA. Ribosomal RNAs were depleted using the yeast Ribo-zero kit (cat # MRZY1324 Epicentre) and RNA libraries were generated with the Illumina Stranded RNA-seq kit (cat # RS-122-2101). Reads were aligned to version 12 of the *N. crassa* genome sequence using TopHat (Trapnell *et al.* 2009) and expression levels (RPKM) were determined using Cufflinks (Trapnell *et al.* 2012).

#### MethylC-seq:

For DNA methylation analysis, conidia were inoculated into 5 ml of VMM and cultures were grown for 48 hr at 32°. Genomic DNA was isolated using described procedures (Pomraning *et al.* 2009). MethylC-seq libraries were prepared as previously described (Urich *et al.* 2015). Illumina sequencing was performed at the University of Georgia Genomics Facility using an Illumina NextSeq 500 instrument. Sequencing reads were trimmed for adapters, preprocessed to remove low quality reads, and aligned to the *N. crassa* version 12 genome assembly (Galagan *et al.* 2003) as described in Schmitz *et al.* (2013). Mitochondrial DNA sequence (which is fully unmethylated) was used as a control to calculate the sodium bisulfite reaction nonconversion rate of unmodified cytosines. Only cytosine sites with a minimum coverage (set as 3) were allowed for subsequent analysis. Binomial test coupled with Benjamini-Hochberg correction was adopted to determine the methylation status of each cytosine. Identification of DMRs (Differentially Methylated Regions) was performed as described (Schultz *et al.* 2015). Methylated regions in the wild-type were defined previously (Basenko *et al.* 2016). For metaplots, both upstream and downstream regions were divided into 20 bins each of 50 bp in length for a total 1 kb in each direction. Methylated regions were separated every 5%, for a total of 20 bins. Weighted methylation levels were computed for each bin as described previously (Schultz *et al.* 2012).

### Data availability

All strains are listed in Table 1 and available upon request or from the Fungal Genetics Stock Center (Manhattan, KS). All sequencing data have been deposited into the NCBI SRA/GEO databases. ChIP-seq, MNase-Seq, and RNA-seq data generated during this study have been deposited under accession #GSE78157. Control data from a previously published ChIP-seq experiment for methylation of H3 lysine-9 was deposited under accession #SRX550120 (Sasaki *et al.* 2014). MethylC-seq data are deposited under accession #GSE76982 (this study) and #GSE70518 (Basenko *et al.* 2016).

## Results

### Construction of an H1-3XFLAG fusion protein

To investigate the role of H1 in *N. crassa* cells, we constructed an epitope-tagged version of the protein by introducing coding sequence for a 3X-FLAG tag at the 3′ end of the native *hH1* locus (Figure 1A). Primary transformants were crossed to obtain a homokaryon that was analyzed further. To confirm that the H1-3XFLAG fusion protein is functional, we first compared the growth rate of the *hH1*::*hH1-3xflag-Hph+* strain to the wild-type and to an *hH1* deletion strain obtained from the *Neurospora* gene knockout consortium (Colot *et al.* 2006). The Δ*hH1* strain displayed a reduced growth rate, as reported previously for an H1 loss-of-function allele generated by repeat-induced point mutation (Folco *et al.* 2003). The *hH1*::*hH1-3xflag-Hph+* grew similar to the wild-type (Figure 1, B and C). We also asked if the H1-3XFLAG protein associates with chromatin. We isolated soluble and chromatin-containing fractions (see *Materials and Methods*) and performed western blot analyses using anti-FLAG and anti-H3 antibodies. Western blots probed with an anti-FLAG antibody revealed a single band. The apparent molecular weight was larger than expected based on amino acid sequence prediction, but the apparent size was consistent with previous analysis of *N. crassa* purified by extraction with perchloric acid (Folco *et al.* 2003). We detected H1-3XFLAG in both soluble and chromatin fractions with higher levels of H1-3XFLAG observed in the chromatin fraction (Figure 1D). As expected, H3 was exclusively detected in the chromatin fraction. Together, these data demonstrate that the H1-3XFLAG construct is functional and that *N. crassa* H1 is a component of chromatin.

**Figure 1:**
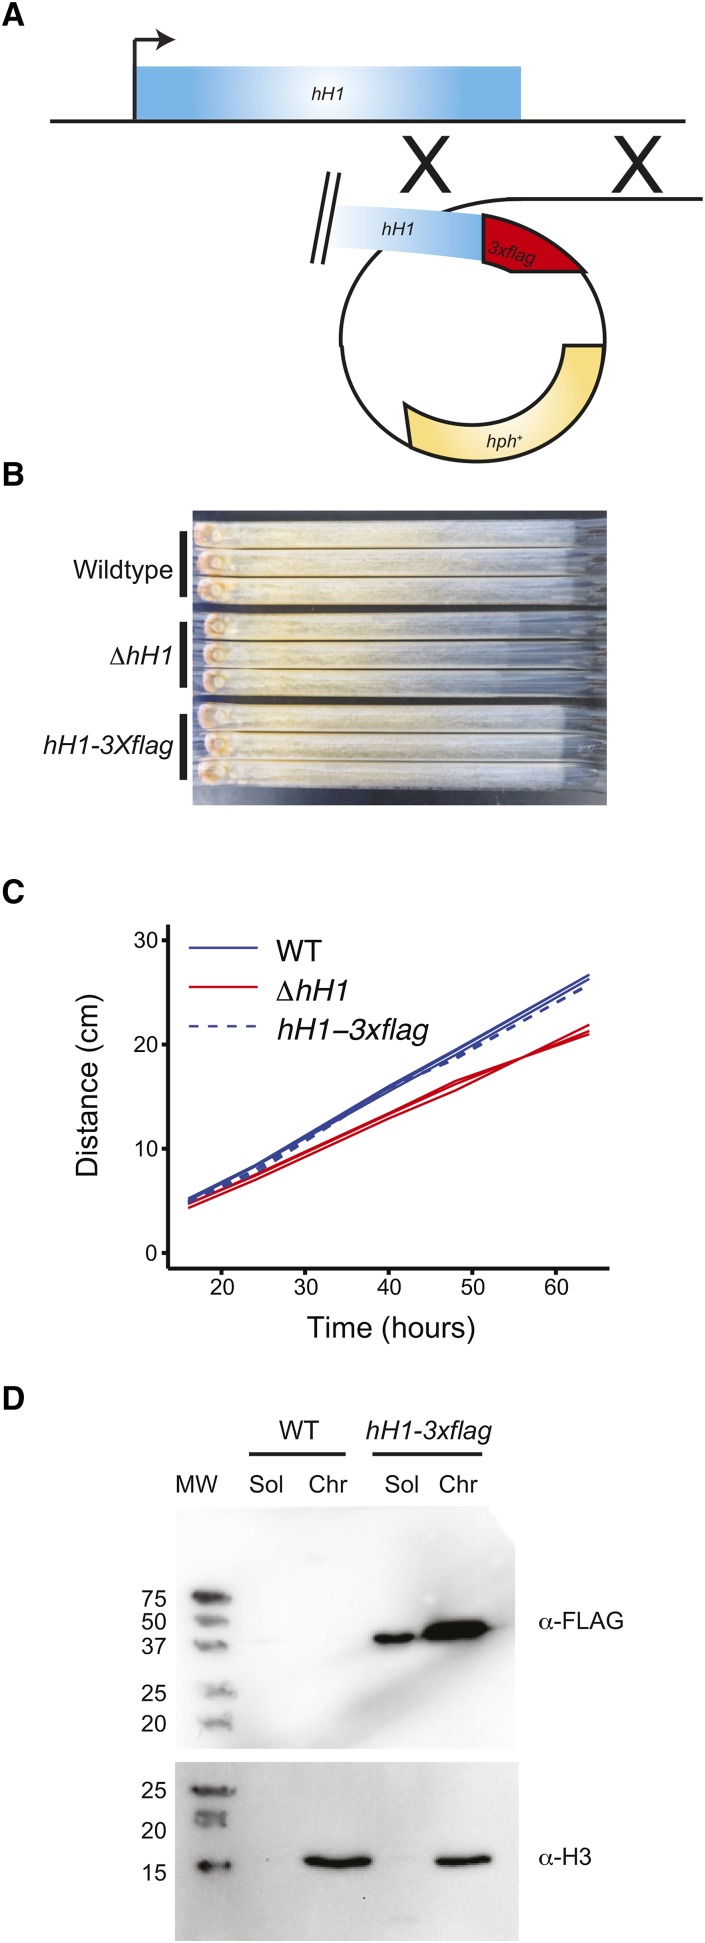
H1-3XFLAG is functional and binds to chromatin. (A) A cartoon illustrating the strategy for introducing a *3x-flag* sequence into the 3′ end of the native *hH1* locus by homologous recombination is shown. (B) The linear growth rate of the indicated strains was measured using ‘race tubes’ for three replicates of each strain. The direction of growth is left to right. (C) Quantification of the linear growth rate data from panel B as distance (*y*-axis; cm) *vs.* time (*x*-axis; hr). The three lines shown for each genotype represent three independent race tubes. (D) The soluble (Sol) and the chromatin fractions (Chr) were isolated from wild-type and the *hH1-3xflag-Hph+* strain, and both fractions were analyzed by western blotting using anti-FLAG and anti-H3 antibodies, as indicated. MW, positions and sizes in kDa of a prestained protein ladder; WT, wild-type.

### H1 is moderately enriched in promoters and depleted from coding sequences of actively expressed genes

To determine the genome-wide distribution of H1-3XFLAG, we performed chromatin-immunoprecipitation followed by sequencing (ChIP-seq). Inspection of the H1-3XFLAG enrichment data in a genome browser revealed a relatively uniform distribution for all seven chromosomes. Given that high levels of H1-3XFLAG were detected in the chromatin fraction by western blotting, we reasoned that the uniform enrichment pattern observed for H1-3XFLAG might reflect global binding of H1 across the genome. To determine if this was the case, we normalized read counts obtained for each 1000 bp window in the nuclear genome to the median read count obtained for all 1000 bp windows covering the mitochondrial genome. This allowed us to calculate enrichment over background because mitochondrial DNA should not be enriched by immunoprecipitation of a nuclear protein. We plotted normalized enrichment data for all 1000 bp windows on Linkage Group VII (Figure 2). ChIP-seq experiments using anti-FLAG antibodies led to global enrichment of chromosomal DNA from the *hH1*::*hH1-3xflag-Hph+* strain but not from a wild-type negative control strain. As a positive control, we normalized read counts obtained in a previously published ChIP-seq experiment performed with antibodies to H3 methylated at lysine-9 (Sasaki *et al.* 2014). Results for other chromosomes were comparable. This confirmed that normalization to mitochondrial DNA is an effective method for quantifying enrichment over background. Moreover, these data demonstrate that H1 is a general chromatin architectural protein in *N. crassa*.

**Figure 2:**
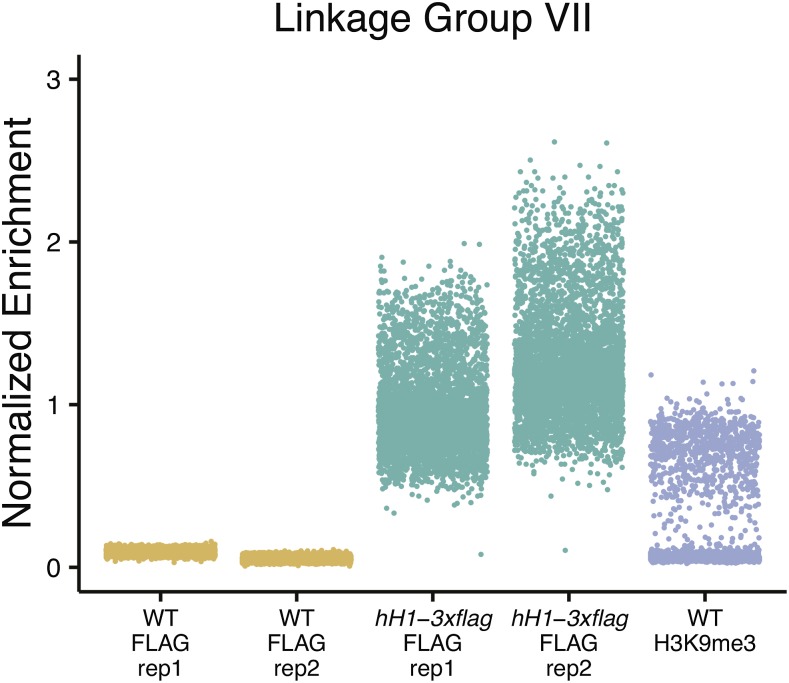
H1-3XFLAG is globally enriched throughout the *N. crassa* genome. Normalized read coverage is shown for all 1000 bp windows across *N. crassa* Linkage Group VII for anti-FLAG ChIP-seq experiments performed with a WT negative control strain (no FLAG protein) and the *hH1-3xflag-Hph+* strain (two replicates for each strain are shown). Normalized read coverage is also plotted for an anti-H3K9me3 ChIP-seq experiment performed with the WT. Each spot depicts the read count for a single 1000 bp window normalized to the median enrichment obtained for mitochondrial DNA windows. ChIP-seq; Chromatin-immunoprecipitation combined with sequencing; WT, wild-type.

We did not detect prominent peaks that are typical of transcription factors or previously analyzed histone modifications such as H3K4me2 or H3K9me3 (Lewis *et al.* 2009). However, we did detect a subtle enrichment of H1 in the promoters of many genes along with a corresponding depletion of H1-3XFLAG within many coding sequences. To determine if this pattern occurred broadly across the *N. crassa* chromatin landscape, we created metaplots to analyze the average H1 distribution across the transcriptional start sites (TSS) or transcriptional termination sites (TTS) of all *N. crassa* genes (Figure 3A).

**Figure 3:**
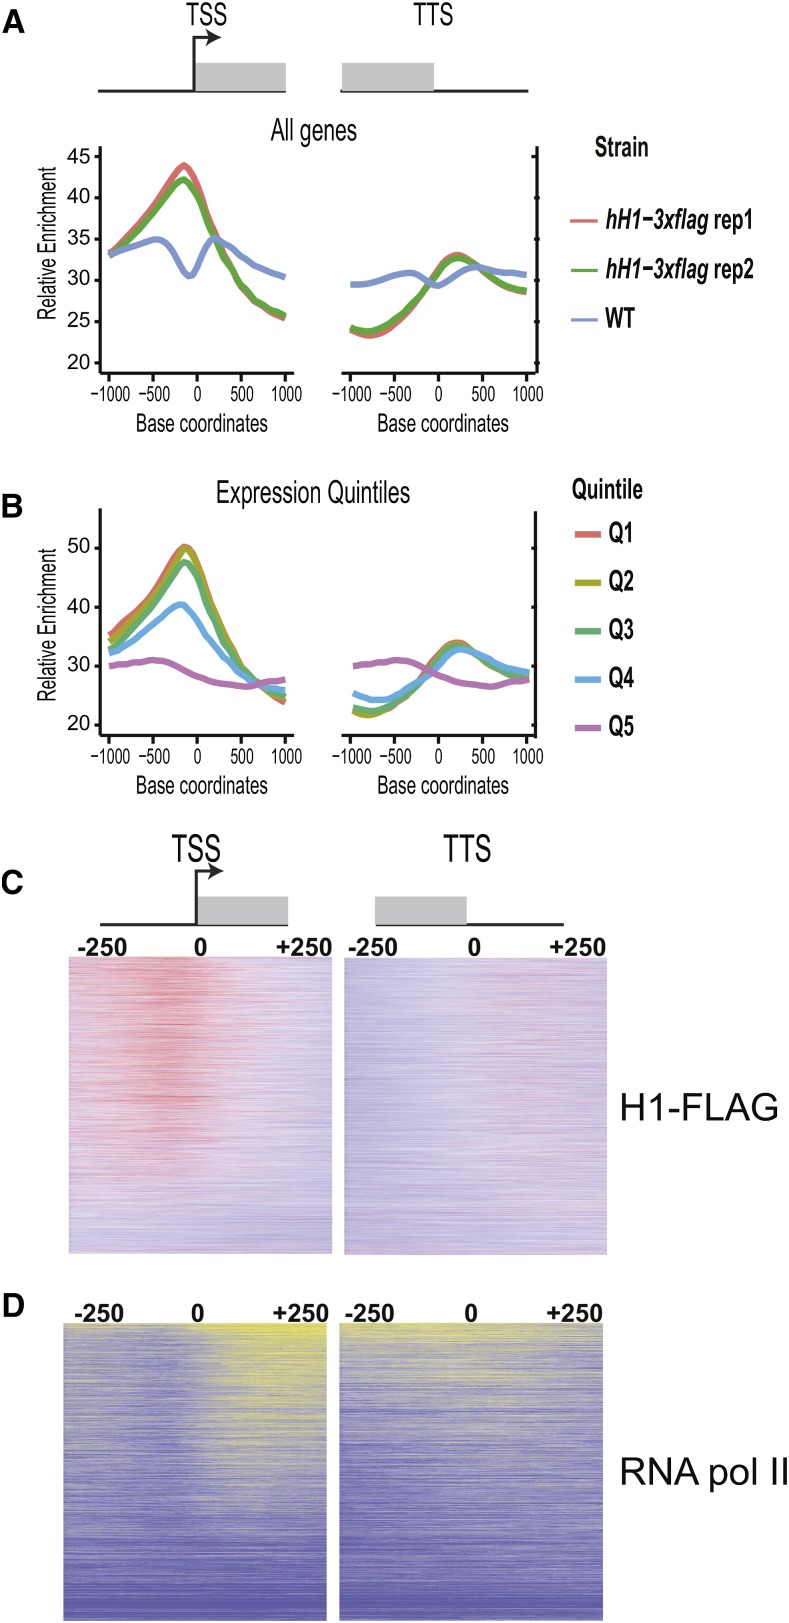
H1-3XFLAG is depleted from gene bodies and modestly enriched in promoters of expressed genes. (A) Metaplots depict the average ChIP-seq enrichment pattern across all *N. crassa* genes for two replicate FLAG ChIP-seq experiments performed with the *hH1-3xflag-Hph^+^* strain and a WT negative control strain (no FLAG-tagged protein). Metaplots are centered on the transcriptional start (TSS; left) or the transcriptional termination site (TTS; right). (B) All *N. crassa* genes were ranked by expression level and split into quintile groups. Quintile 1 (Q1) corresponds to genes with the highest expression level, whereas Q5 corresponds to genes with the lowest expression. The metaplot depicts the H1-3XFLAG enrichment pattern for each expression group across the TSS or TTS. (C) Heatmaps show the distribution of H1-3XFLAG across all *N. crassa* genes centered on the TSS (left) or TTS (right). Genes are ordered by expression level from highest to lowest. (D) Heatmaps show the distribution of RNA polymerase II across all *N. crassa* genes centered on the TSS (left) or TTS (right). Genes are ordered as in C. Data in B–D are from replicate one. ChIP-seq; Chromatin-immunoprecipitation combined with sequencing; WT, wild-type.

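Among the wild-type values as listed, the ranking was led by NCU06110 (LG VII 1764461 to 1767138), with 13412 ± 1740 FPKM in the wild type (SD, n = 3), followed by *cfp* (NCU02193, LG VII 3384904 to 3387654) with 12229 ± 1452 FPKM and *nmt-1* (NCU09345, LG II 4177546 to 4180504) with 10887 ± 964 FPKM. The order of these genes was not stable between libraries, since *cfp* was the highest of the 3 in the first wild-type library listed and NCU06110 in the other two. The lead of these genes also holds only if *gpd-1*, listed at 0 in each wild-type library and with a mean of 32349 FPKM the highest gene in the mutant, was not left without an estimate in the wild type. Median expression fell from 84.4 ± 1.84 FPKM in Q1 (mean of the medians of the 3 wild-type libraries, SD, n = 3) to 22.5 ± 0.484 in Q2, 9.07 ± 0.327 in Q3 and 1.88 ± 0.107 in Q4, and was 0 in Q5. The order of these medians follows from the ranking, which used the same 3 libraries. Q1 held 87.8 ± 0.274% of all FPKM in a wild-type library (SD, n = 3).

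**Figure D2:**
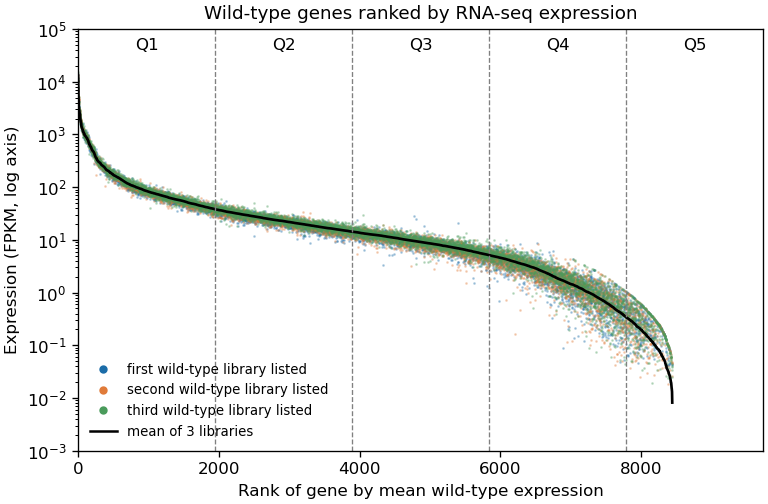
Expression of each gene in the 3 wild-type libraries (FPKM, log axis; colored points) against the rank of the gene by mean wild-type expression (black line), with dashed lines between Q1 to Q5. Values of 0 cannot be drawn on a log axis. The points spread further from the line in Q4 and Q5 than in Q1.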

On average, H1-3XFLAG was enriched upstream of the TSS and was depleted from gene bodies. Similar enrichment patterns were observed for both biological replicates, but not in a negative control experiment in which we used anti-FLAG antibodies to perform ChIP-seq in a wild-type strain (no FLAG-tagged protein). A slight depletion of reads just upstream of the TSS was observed in negative control experiments. Given that these regions are typically depleted for nucleosomes (Sancar *et al.* 2015), this result may indicate that the FLAG antibody exhibits weak background binding to nucleosomal DNA. We next asked if H1-3XFLAG enrichment was correlated with the level of transcription. We binned *Neurospora* genes into five groups based on expression level and constructed metaplots to visualize the average H1-3XFLAG distribution pattern for each group (see *Materials and Methods*). 

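How far this grouping depends on the library was measured by ranking each wild-type library alone. Between 83.9% and 84.5% of the 9730 genes fell in the same group in 2 wild-type libraries, and between 3 and 14 genes were 2 or more groups apart. All 3 wild-type libraries placed 1774 of the 1946 genes of group 1 (91.2%) and 1559 of the 1946 genes of group 5 (80.1%) in the same group, against 1443 (74.2%) in group 2, 1339 (68.8%) in group 3 and 1303 (67.0%) in group 4. Groups 1 and 5 border on a single other group each, which by itself favors them in this count, and a gene listed at 0 in each library cannot leave group 5. The shares are counts over genes, which are not independent replicates. When only genes with a mean of at least 1 FPKM over the 6 libraries were ranked, the mean share of genes in the same group in 2 wild-type libraries was 80.9%, against 84.1% for all genes.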

The level of enrichment in gene promoters was positively correlated with the level of transcription (Figure 3B). Similarly, depletion of H1-3XFLAG from coding regions was correlated with the level of transcription. To explore this further, we performed ChIP-seq for RNA polymerase II and constructed heatmaps of H1-3XFLAG and RNA polymerase II occupancy across all *Neurospora* genes ordered by expression level (Figure 3, C and D). These data further support the idea that H1-3XFLAG enrichment is highest in the promoters and lowest in the coding sequences of highly expressed genes. We did not detect significant enrichment or depletion of H1-3XFLAG in heterochromatin domains.

### H1 is not a major determinant of nucleosome positioning in N. crassa

Given that H1-3XFLAG displayed a subtle preference for promoters of actively expressed genes, we hypothesized that H1 may impact chromatin structure at promoters. Like many eukaryotes, *N. crassa* promoters are characterized by nucleosome-free regions (NFRs) upstream of the TSS followed by well positioned “+1” nucleosomes (Sancar *et al.* 2015). To determine if H1 is important for the establishment of this characteristic promoter structure, and to determine if *N. crassa* H1 is important for nucleosome occupancy or nucleosome positioning at specific sites in the genome, we performed micrococcal nuclease digestion followed by sequencing (MNase-seq). Nuclei were incubated with MNase for increasing times (up to 60 min) before the DNA from each digestion reaction was purified and resolved on an agarose gel. Wild-type and Δ*hH1* showed similar global MNase sensitivity across multiple experiments (representative gels are shown in Figure 4, A and B), with slightly enhanced MNase accessibility observed in the H1-deficient strain treated with enzyme for 5 or 10 min. This subtle increase in MNase accessibility in the Δ*H1* is in agreement with previously published work (Folco *et al.* 2003). We next performed gel extractions to isolate the DNA band corresponding to mononucleosomes (∼150 bp) from samples digested with MNase for 20 or 60 min and constructed Illumina sequencing libraries. For each digestion time, libraries were prepared from two independent biological replicates (four samples in total for each strain) and paired-end sequencing was performed. We observed no differences in the average length of the mononucleosomal fragments in wild-type and Δ*hH1* (Table 2). As expected, longer digestion times produced shorter DNA fragments (compare 20 min to 60 min digestion times).

**Figure 4:**
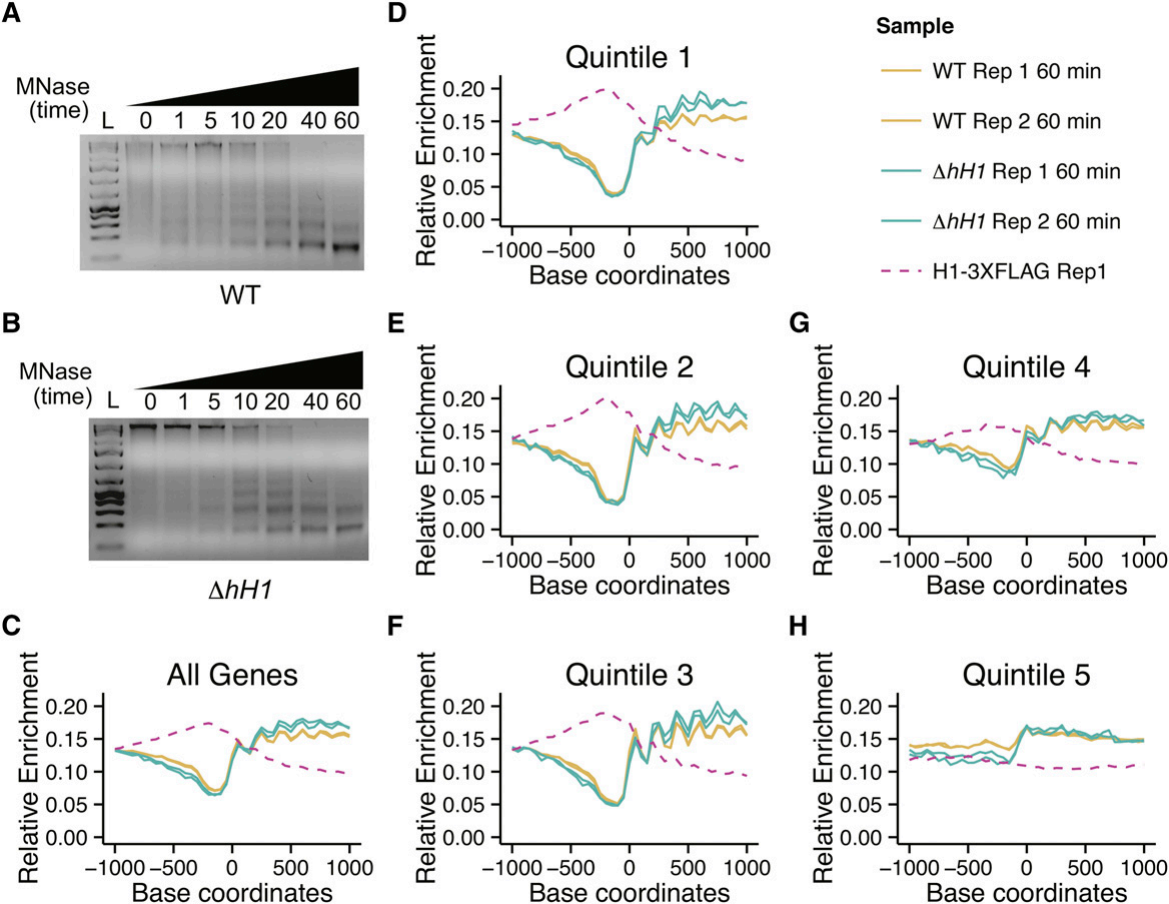
H1 is not a major determinant of nucleosome size or positioning in *Neurospora*. (A) Wild-type or (B) Δ*hH1* nuclei were isolated and treated with micrococcal nuclease (MNase) for the indicated times (min). DNA was purified, resolved on an agarose gel, and visualized by staining with Ethidium Bromide. Wild-type and Δ*hH1* display similar digestion kinetics. (C) Metaplots depict the average sequencing depth on the + strand across all *N. crassa* genes obtained by sequencing mononucleosomal DNA from a 60 min MNase digest. Plots show data from two biological replicates each for WT and Δ*hH1*. (D–H) All *N. crassa* genes were ranked by expression level and split into quintile groups, ranging from highest expression (Quintile 1) to lowest expression (Quintile 5). Metaplots depict the average sequencing coverage on the + strand for each group. Plots show data from two biological replicates each for WT and Δ*hH1*. The legend in the top right panel corresponds to plots (C–H). For all plots, the coverage of + strand reads from an H1-3XFLAG ChIP-seq experiment is shown as a dashed line. ChIP-seq; Chromatin-immunoprecipitation combined with sequencing; WT, wild-type.

**Table 2:** Paired-end read insert size

Sample	Digest Time	Mean Insert Size*^a^*
Wild-type replicate 1	20 min	139.9 ±23.7
Wild-type replicate 2	20 min	144.7 ±25.1
*ΔhH1* replicate 1	20 min	144.1 ±22.4
*ΔhH1* replicate 2	20 min	139.6 ±22.7
Wild-type replicate 1	60 min	127.8 ±33.0
Wild-type replicate 2	60 min	126.5 ±28.3
*ΔhH1* replicate 1	60 min	129.8 ±33.9
*ΔhH1* replicate 2	60 min	125.6 ±24.3

a ±SD.

We next asked if H1 impacted the occupancy and/or positioning of nucleosomes in promoters or gene coding sequences. We created metaplots to analyze the average nucleosome distribution across all *N. crassa* genes (Figure 4C). In this case, only plus strand reads were plotted to generate peaks corresponding to the edge of each nucleosome. The average gene profile revealed a characteristic nucleosome-free region upstream of the TSS, as reported previously for *N. crassa* (Sancar *et al.* 2015). The average nucleosome position profiles were similar in the wild-type and Δ*hH1*. Because H1 was most enriched in the promoters of highly expressed genes, we next plotted average MNase-seq enrichment profiles for genes grouped by expression level. Although we detected a subtle increase in the size of the NFR from the most expressed genes in the two 60 min digestion samples, this difference was not apparent in the samples subjected to a 20 min MNase digestion (Figure S1). The difference was also not apparent in a third independent replicate subjected to single-end Illumina sequencing (Figure S1). Thus, we conclude that H1 is not a major determinant of nucleosome positioning or occupancy in *Neurospora*. Because it appeared that enrichment of H1-3XFLAG was inversely correlated with nucleosome occupancy, we plotted plus strand reads from replicate one of the H1-3XFLAG ChIP-seq experiment described above to allow direct comparison of nucleosome occupancy and H1-3XFLAG enrichment (Figure 4, C–H). This confirmed that the highest levels of H1 enrichment correspond to sites with the lowest nucleosome occupancy, raising the possibility that H1-3XFLAG binds to DNA that is free of nucleosomes as well as to nucleosomal DNA in *N. crassa*. The group of genes including silent or rarely expressed genes (Quintile 5) did not exhibit an obvious nucleosome-free region or an ordered array of nucleosomes. This may suggest that transcription is important for establishment of chromatin architecture at these genes. However, we cannot rule out the possibility that this result is due to incorrect annotation of the TSS for many genes in this group.

### *Δ*hH1 exhibits increased DNA methylation in N. crassa heterochromatin domains

H1 impacts DNA methylation levels in animals (Fan *et al.* 2005; Zhang *et al.* 2012a), plants (Wierzbicki and Jerzmanowski 2005; Zemach *et al.* 2013; Rea *et al.* 2012), and the fungus *A. immersus* (Barra *et al.* 2000). It was previously reported that H1 did not impact DNA methylation in *N. crassa* (Folco *et al.* 2003); however, Folco and colleagues analyzed only a single methylated region. It remained possible that H1 impacts DNA methylation in a region-specific manner or, alternatively, that H1 has a subtle impact on DNA methylation that may have been overlooked. We performed MethylC-seq to analyze DNA methylation across the entire genome at single base pair resolution. Genomic DNA was isolated from two replicates each of a wild-type *mat A* strain, the Δ*hH1* mutant, and a negative control Δ*dim-2* strain, which lacks DNA methylation altogether (Kouzminova and Selker 2001). All strains were grown simultaneously, but the wild-type and Δ*dim-2* data were published previously as part of another study (Basenko *et al.* 2016).

To determine if H1 impacts the level or distribution of DNA methylation in *N. crassa*, we first plotted DNA methylation levels across Linkage Group VII, a 4 Mb chromosome corresponding to ∼10% of the genome. The overall pattern of DNA methylation was similar in the wild-type and Δ*hH1* strains. However, we noted that DNA methylation levels were higher in the Δ*hH1* mutant at most regions along the chromosome (Figure 5A). We next constructed metaplots to quantify the average methylation level for all genomic regions that are normally methylated in the wild-type *mat A* strain (see *Materials and Methods*). Both Δ*hH1* replicates displayed higher average DNA methylation levels when compared to the wild-type strain (Figure 5B). To confirm that this was not an artifact due to differences in strain backgrounds, we compared the level of methylation in the Δ*hH1* strain to a wild-type *mat a* strain, and analyzed DNA methylation levels in a second *hH1* loss of function strain in which the *hH1* gene was inactivated by repeat-induced point mutation (Folco *et al.* 2003). In both cases, the level of DNA methylation was higher in the *hH1* mutant strains (Figure 5, C and D). A search for differentially methylated regions between wild-type and Δ*H1* identified only a single methylated region that was specific to the Δ*H1* strain (Linkage Group VI; 309,590–319,133). This hypermethylated sequence corresponds to *Sly1-1*, a DNA transposon found in the genomes of some *N. crassa* isolates (Wang *et al.* 2015). It is possible that the observed increase in DNA methylation at the *Sly1-1* locus is due to a site-specific increase in DNA methylation. However, it is also possible that this is actually due to a change in copy number or location of the transposon in the Δ*H1* strain background. Additional work is needed to test these possibilities.

**Figure 5:**
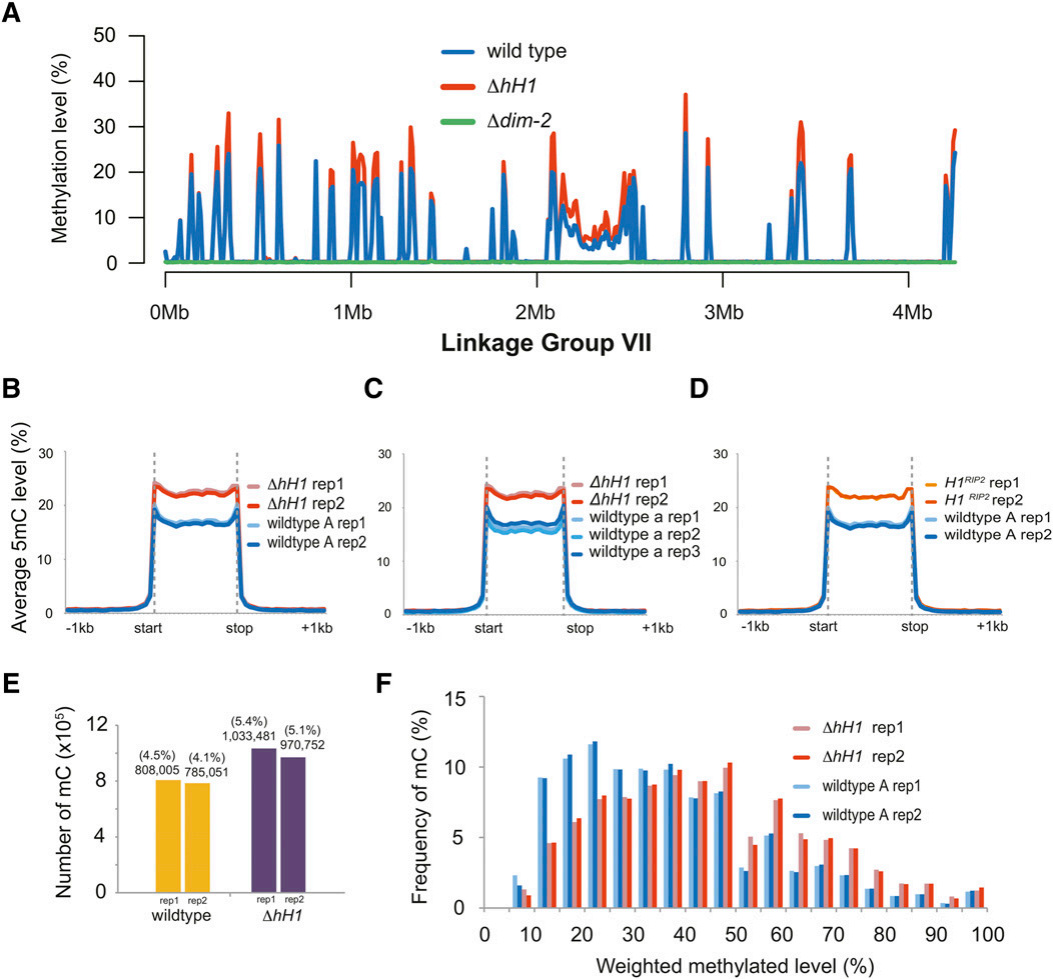
Increased DNA methylation is observed at most *N. crassa* heterochromatin domains in H1-deficient strains. (A) The DNA methylation level (weighted DNA methylation level (%); (see *Materials and Methods*) is shown for 10 kb windows across *N. crassa* Linkage Group VII for wild-type, the Δ*hH1* mutant, and the Δ*dim-2* strain, which lacks all DNA methylation. (B–D) The metaplots show the average DNA methylation level across all previously identified wild-type methylated domains: (B) the wild-type *mat A* strain and the Δ*hH1* strain; (C) the wild-type *mat a* strain and the Δ*hH1* strain; and (D) the wildtype *mat A* strain and the *hH1^RIP2^* strain. Data for at least two independent biological replicates of each strain are shown. (E) More cytosines are methylated in Δ*hH1*. The plot shows the total number of methylated cytosines (see *Materials and Methods*) identified in each wild-type and Δ*hH1* replicate. (F) The level of methylation at individual cytosines is higher in Δ*hH1*. The percentage of total shared methylated sites (*y*-axis) *vs.* the level of methylation at individual cytosines (*x*-axis) is shown.

Higher methylation levels can result when individual cytosines are methylated at a higher frequency in a population of nuclei, or when new cytosines become methylated (or a combination of both). To determine which of these possibilities was the case in H1-deficient strains, we determined the number of methylated cytosines in wild-type and Δ*hH1* using a binomial test in combination with multiple testing correction (see *Materials and Methods*). The number of methylated cytosines increased by ∼25% in the Δ*H1* strain. We next compared methylation frequency at cytosines that were scored as methylated in both strains. This revealed that shared sites are methylated at higher frequency in nuclei from the Δ*hH1* strain. Thus, loss of H1 leads to a subtle, but global increase in DNA methylation at relics of repeat-induced point mutation.

## Discussion

We applied genomic and molecular methods to investigate H1 in the model fungus *N. crassa*. We first confirmed that *Neurospora* H1 is a chromatin component by constructing a functional epitope-tagged H1 fusion protein and analyzing its localization in cell fractionation and ChIP-seq experiments. This revealed that H1 is globally enriched throughout the genome, occupying both heterochromatic and euchromatic regions. Surprisingly, we observed the highest enrichment of H1-3XFLAG in promoters of expressed genes. Although the overall amplitude of enrichment was low, preferential enrichment of H1-3XFLAG was clearly correlated with expression level. These results may indicate that H1 plays different roles in fungi and animals. In mouse ESCs, H1c and H1d are depleted from strong promoters and enhancers (Cao *et al.* 2013). It should be noted that H1 protein levels are significantly reduced in ESCs compared to differentiated cells (Fan *et al.* 2003), which might explain why H1c and H1d are not detected at ESC promoters. This seems unlikely, however, as ChIP-seq analysis of H1b from ESCs and from differentiated cells revealed that this protein was similarly enriched at repressed genes and depleted from active promoters (Li *et al.* 2012a). On the other hand, given that mammals encode multiple H1 variants, it is possible that certain H1 variants will bind preferentially to nucleosome-depleted promoter regions, similar to the case for *Neurospora* H1. Indeed, analysis of H1 variants by DamID showed that H1.1 exhibits a distinct localization compared to other histones and is not excluded from promoters like the other somatic H1 variants (Izzo *et al.* 2013). Similarly, the more divergent H1.X variant was recently found to be enriched at regions with high RNA polymerase II occupancy (Mayor *et al.* 2015), suggesting that these H1 variants may play roles within active chromatin in higher eukaryotes. Additional work to define the specific roles of linker histones in fungal and animal systems is needed to determine their specific functions at open chromatin.

One possibility is that *N. crassa* H1 functions more like animal HMG (High Mobility group) proteins. The chromatin architectural protein HMGD1 is enriched in active chromatin, for example (Nalabothula *et al.* 2014), similar to the results obtained for H1-3XFLAG here. It is important to note that we cannot rule out the possibility that the subtle promoter enrichment observed for H1-3XFLAG is an experimental artifact. This could be the case if the basic H1 protein interacts nonspecifically with DNA sequences originating from open chromatin during the ChIP procedure. It was shown that certain highly expressed loci in yeast are prone to artifactual enrichment in ChIP-chip experiments for reasons that are not understood (Teytelman *et al.* 2013). However, we do not think this is the case here because the nonspecific enrichment patterns observed in yeast are qualitatively different from the enrichment patterns we observe for H1-3XFLAG. Thus, it is likely that the patterns observed here reflect the *in vivo* occupancy of H1. It will be interesting to determine if promoter regions interact with a subpopulation of H1 in which specific residues are post-translationally modified. It will also be interesting to determine if depletion of H1 from coding sequences of expressed genes depends on post-translational modification. This seems likely given that H1 proteins in plants and animals are extensively modified, much like the core histones (Harshman *et al.* 2013; Bednar *et al.* 2016; Annalisa and Robert 2015; Kotliński *et al.* 2016). Moreover, it was shown that phosphorylation of H1 was linked to transcription by RNA polymerase I and II in humans (Zheng *et al.* 2010). An important goal for future studies will be to determine if *N. crassa* H1 is post-translationally modified and to determine if different forms of H1 exhibit distinct localization and/or distinct functions.

We found here that deletion of *hH1* from *N. crassa* did not substantially alter global MNase accessibility or nucleosome positioning. Moreover, H1 did not impact the size of protected DNA fragments produced by MNase treatment or the distance between adjacent nucleosomes in genes. These results point to clear differences in how H1 interacts with chromatin in *N. crassa* and in animals. Indeed, H1 depletion caused increased MNase accessibility, altered nucleosome spacing lengths, and reduced chromatin compaction in H1 triple-knockout ESCs (Fan *et al.* 2005). Our results could indicate that *N. crassa* H1 does not bind to the linker DNA and the dyad axis of the NCP as demonstrated for animal H1 (Bednar *et al.* 2016). Another possibility is that *N. crassa* H1 is more dynamic than H1 in higher eukaryotes. FRAP studies revealed that mammalian H1 variants exist in high-mobility and low-mobility pools, and that the half-life of fluorescence recovery after H1-GFP bleaching was significantly shorter than for the core histones (Misteli *et al.* 2000; Lever *et al.* 2000). Interactions between H1 and the NCP may be even more transient in *N. crassa*, such that H1 does not interfere with MNase digestion even though it interacts with the same region of the nucleosome protected by animal H1.

We found increased DNA methylation in H1-deficient cells of *N. crassa*. H1 affects DNA methylation in both *A. thaliana* and animal cells, but the relationship between H1 and DNA methylation is different in these systems. In animals, H1 variants promote repressive modifications, including DNA methylation in mammals (Yang *et al.* 2013) and H3K9me2 in both mammals and *Drosophila* (Li *et al.* 2012a; Lu *et al.* 2013). The observation that H1-deficient cells exhibit hypermethylation demonstrates that *N. crassa* H1 is not required to promote DNA methylation or H3K9 methylation, which directs DNA methylation in *Neurospora* (Tamaru and Selker 2001). Similar hypermethylation was reported in *A. immersus* (Barra *et al.* 2000). Moreover, the DNA methylation phenotypes of *N. crassa* and *A. immersus* are reminiscent of *A. thaliana* H1 depletion lines, where a global increase in DNA methylation was observed in heterochromatin domains along with loss of DNA methylation in euchromatic transposon sequences (Wierzbicki and Jerzmanowski 2005; Zemach *et al.* 2013). These results indicate that H1 can limit DNA methylation in plants and fungi. Indeed, depletion of *A. thaliana* H1 rescued the reduced DNA methylation phenotype of *ddm1* plants, leading to the conclusion that DDM1 promotes DNA methylation by removal of H1. The *Neurospora* LSH/DDM1 homolog MUS-30 does not impact DNA methylation levels, therefore we predict that an Δ*hH1 Δ*mus-30 double mutant would resemble the Δ*hH1* single mutant strain (Basenko *et al.* 2016). Taken together, the data from fungi, plants, and animals may indicate that H1 evolved a new function to promote heterochromatic modifications in the animal lineage.

It is possible that *N. crassa* H1 limits access of the DNA methyltransferase DIM-2 or the H3K9 MTase DIM-5^KMT1^. A recent study showed that binding of H1 to the NCP limited the dynamics and modifiability of the H3 tail *in vitro* (Stützer *et al.* 2016), consistent with this possibility. In addition, increased accessibility of the DIM-2 DNA methyltransferase was linked to hypermethylation in the *N. crassa* Histone Deacetylase-1-deficient strain (Honda *et al.* 2012). On the other hand, in *A. thaliana*, H1 was required for imprinting of the *MEDEA* locus, which involves active removal of methyl cytosine bases by DNA glycosylases (Rea *et al.* 2012). A mechanism for DNA demethylation has not been described in *N. crassa*, but it is possible that H1 promotes removal of methylated cytosines in heterochromatin domains. Additional studies are needed to understand exactly how H1 impacts DNA methylation levels in *N. crassa*. Overall, this work adds to the diverse set of phenotypes that have been reported following depletion of H1 in plants, animals, and fungi. Future work to investigate H1 in fungal systems is likely to yield new insights into the evolution and the functions of this important group of proteins.

## Supplementary Material

Supplemental Material

# Supplementary material for: Histone H1 Limits DNA Methylation in Neurospora crassa
**Source:** G3 (Bethesda). 2016 May 6;6(7):1879–89. doi: 10.1534/g3.116.028324
**Supplement:** Supplemental Material

Histone H1 Limits DNA Methylation in Neurospora crassa — Supplemental Material 

# Histone H1 Limits DNA Methylation in *Neurospora crassa*

## Supplemental Material for Seymour *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - Metaplots depict the average sequencing depth on the + strand across all *N. crassa* genes or for gene expression groups. (.pdf, 327 KB)
- File S1 - BROAD *Neurospora crassa* or74a 12 transcripts. (.zip, 661 KB)

How the deposited data were processed for this re-analysis (not part of the article)

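RNA-seq was done on germinating conidia of a wild-type strain and of the *hH1* mutant, grown for 5 hr, with 3 libraries per strain. The authors aligned the reads to NC12 with TopHat and made FPKM values per annotated transcript with Cufflinks; neither version is given in the paper's text. The deposited FPKM table holds 10785 transcripts in 6 libraries, with replicates kept apart. Its scaling between libraries is not stated. Its columns give the strain and a number that is not the replicate number of the sample labels, so each column was used as a library of its strain without a number, and 0 columns of the table were left unused. The ChIP-seq, MNase-seq and DNA methylation data of the paper were not analysed here.

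Transcripts were summed to 9730 genes by removing the transcript suffix of their identifiers. This pairing was checked on the 259 transcripts in the part of File S1 at hand, and held for all 259. Symbols and positions came from a gene table of the same assembly (GCF_000182925.2), which listed 9729 of the 9730 genes and gave 1118 of them a symbol of their own. The start of 218 of the 219 genes in that part of File S1 was the same as in the gene table. No genome sequence was used, so GC content was not examined.

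For the expression groups, genes were sorted by mean wild-type FPKM and split into 5 groups of equal size. For the comparison of strains, values were tested as log2(FPKM + 1) in genes with a mean of at least 1 FPKM over the 6 libraries, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A log2 change given below is on this scale, which understates the change of low genes. Changes by expression group were tested by exact permutation of the 20 labelings of the 6 libraries, for which 0.1 is the smallest two-sided p. Neighbouring changed genes were compared with 10000 seeded shuffles of the calls among tested genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

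FPKM hold no read totals. Depth was estimated from the steps of low values in 173 transcripts with known exon length that are the only transcript of their gene. The depth and the length subtracted from each transcript (205 bases, the best of a grid) were chosen so that the values, turned into fragments, came out within 0.1 of a whole number. The number of low values per library was 9 to 22. Because the depths were fitted to these values, they were checked on other genes with 1 transcript, with lengths from the gene table, where genes with introns cannot come out whole. In these 611 to 1302 low values per library, the depth with the largest share of whole values lay within 0.350% of the fitted one. The share was 38.6% to 41.2% at the fitted depth, and its median at other depths was 17.9% to 19.2%. The depths hold only if each library was scaled to its own total. They bear on low genes most, since a few fragments decide their values.

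The limma test, the depth estimate and the shuffles of neighbouring genes were first tested on simulated data. The other steps were not. With normal noise of each gene's own spread in 7208 genes and 200 genes changed, limma called 67 of the 100 genes changed by 1 and 96 of the 100 genes changed by 2 on the log2 scale, and 3.55% of its calls were false. This noise was drawn for each gene on its own and held no trend with gene length. The data held such a trend, so the share of false calls may be different there. Simulated depths were recovered with an error of at most 0.626% from 173 transcripts. The shuffles found 102 neighbouring pairs against a mean of 5.45 where 100 pairs had been planted among 7207 genes, and 6 pairs against a mean of 8.50 for random calls.

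The genes named were set by a rule written before the data were examined: the genes that the paper names and the gene table identifies, the genes of the Sly1-1 region of LG VI, the mat A genes and *mus-51* as checks of strain background, the 3 highest wild-type genes, and the 5 largest rises and 5 largest falls among changed genes whose groups did not overlap. The gene table held no entry under the symbol *mus-30*, and no product names, so a planned test of ribosomal protein genes was not run. The alternatives tried were the pseudocount, the filter on low values, transcripts in place of genes, centring and quantile normalization of the libraries, limma's variance settings, the average used for ranking, and leaving out each library in turn. All were set before the data were examined except leaving out *gpd-1*, removing each library's trend with gene length, removing the slope of this trend alone, and leaving out genes within 500 kb of *matA-1*, which were chosen after the data were seen.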

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

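The paper uses the RNA-seq data only to rank genes, and does not compare expression between the strains. Of the tests below, those of other splits of the libraries, of the neighbourhood of the mating type genes, of the direction of the calls, of the mating type and of *gpd-1* were chosen after the result had been seen. The removal of the trend with gene length, and of its slope alone, was also chosen after the data had been seen.

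In 7208 tested genes, 360 differed between the *hH1* mutant and the wild type at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 125 higher and 235 lower in the mutant, and 1864 had an unadjusted p under 0.05. The 3 mutant libraries lay entirely on one side of the 3 wild-type libraries in 32.3% of all tested genes, where chance gives 10%. Of the 10 splits of the 6 libraries into 3 and 3, the real one was the 1 split that gave as many genes. The other 9 gave 0 genes, with 105 to 425 at an unadjusted p under 0.05. A split of 3 against 3 cannot have a share under 0.1, so chance cannot be told apart from a strain difference by splits alone. Several technical explanations were argued against as the whole cause. After each library was centred on its median, 265 of the 360 genes were still called. Low genes did not drive the calls, since 8.11% of the 2403 genes with the highest mean expression was called and 3.20% of the 2403 genes with the lowest. Without the mutant library with the most genes at 0, 175 of the 360 genes were still called, more than the 110 and 127 left without either of the other mutant libraries. The calls were not confined to the neighbourhood of the mating type genes, since 336 of them lay elsewhere. The number of calls was not stable, however. It was 29 without the first wild-type library listed, and 26 of the 360 genes were called in each of the 6 fits that left out one library. A difference between culture or library batches was not tested, because the labels give none. The absence of H1 and other differences between the strains stay open.

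Gene length was tied to the strain difference. Across 7207 genes, which are not independent replicates, the log2 change fell with gene length (Spearman correlation -0.35), from a median of 0.12 in the 1442 shortest genes to -0.28 in the 1442 longest. The trend had the same sign in each wild-type library (correlations of 0.195 to 0.306 between a library's deviation from the mean and gene length) and the opposite sign in each mutant library (-0.260 to -0.237). With the trend removed, 229 genes were called, of which 194 were among the 360, so the trend was not the whole cause. Removing the trend also centres each library, so the even split of these calls (115 higher and 114 lower) does not bear on the direction. When the slope with length alone was removed and the level of each library kept, 195 genes were called, of which 30.8% were higher in the mutant, against 34.7% before. This argues against the slope with gene length as the cause of the excess of lower calls. The direction did depend on the level of the libraries. Centring each library turned the split, to 281 higher and 140 lower genes (66.7% higher), and moved the median log2 change of the tested genes from -0.09 to 0.01. The split was 158 higher and 173 lower after quantile normalization. All 360 genes kept the sign of their change after centring and after removal of the trend. The excess of lower calls was therefore not read as a property of the mutant. A candidate explanation for the trend itself is a difference in RNA integrity or fragment size between the strains' libraries, and a slower production of long transcripts in the mutant is another. These cannot be told apart, since all libraries of a strain lie on the same side.

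The mating type gene *matA-1* (NCU01958, LG I 1860692 to 1862194) was listed at 0 in the 3 wild-type libraries and at 2.60, 1.75 and 3.83 FPKM in the 3 mutant libraries, with a mean of 2.72 FPKM. The neighbouring *matA-2* and *matA-3* were listed at 0 in all 6 libraries. Among the largest changes were the genes of the pheromone precursors of both mating types. *mfa-1* (NCU16992, LG V 3396270 to 3397430) was at 303, 103 and 274 FPKM in the wild type, a mean of 227 FPKM, and at 7.43, 2.82 and 2.55 FPKM in the mutant (log2 change -5.40, standard error 0.41, adjusted p = 0.000127 from limma, Benjamini-Hochberg). *ccg-4* (NCU02500, LG I 2531832 to 2533997) went the other way, at 0, 0.0582 and 0.0470 FPKM in the wild type and 1.90, 3.62 and 5.79 FPKM in the mutant (log2 change 2.12, standard error 0.36, adjusted p = 0.0143 from limma, Benjamini-Hochberg). Over the 8 alternatives, the adjusted p ranged from 8.53e-05 to 0.00938 for *mfa-1* and from 0.00972 to 0.0774 for *ccg-4*. Table 1 lists a *mat a* and a *mat A* wild type. It also lists a *mat A* deletion mutant of *hH1*, and the *hH1 RIP2* mutant without a mating type. The paper's text does not say which wild type or which mutant was used for RNA-seq. A candidate explanation is that the wild-type RNA came from the *mat a* strain and the mutant RNA from a *mat A* strain. It predicts that genes linked to the mating type locus differ between the strains. Within 500 kb of *matA-1*, 24 of 187 tested genes (12.8%) had changed, 16 higher and 8 lower, against 336 of 7020 (4.79%) elsewhere. Of 7207 such windows, each centred on a tested gene, 26 had a share as high, and 0 of these were centred over 1000 kb from *matA-1*. The highest share among the windows farther away was close, at 12.1% (8 of 66 tested genes, near an end of LG VI), so the region stands out little from the highest of the others. The share remained higher near *matA-1* after centring (15.5% against 5.58%) and after removal of the length trend (12.8% against 2.92%). These values go with the hypothesis, which was formed on the same data. Whether the linked genes differ in expression, or in how well reads of the other strain align to NC12, was not tested. If it holds, part of the strain comparison reflects mating type and linked background in place of H1. An effect of H1 on these genes stays open.

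*gpd-1* (NCU01528) was the highest gene in each mutant library, with a mean of 32349 FPKM, and was listed at 0 in each wild-type library. No fold change is given, because a 0 in a Cufflinks table can be an estimate that was skipped. A candidate explanation is that Cufflinks skipped the locus in the wild-type libraries because it held too many reads. If read number alone decided, library by library, the shallowest wild-type library would need more *gpd-1* reads than the mutant library with the most. At the mutants' mean level it would not have them, since that mutant library has 1.63 times the reads expected there. Whether a locus was skipped by library or for all libraries of a strain together is not known, so this ratio does not decide. Because the true wild-type level is not known, a skipped estimate cannot be told apart from a real difference. Leaving *gpd-1* out moved the number of changed genes from 360 to 359.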

How the results depend on the processing

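The direction of change of 16 of the 18 named genes with values in both strains was kept under the pseudocount, centring and leave-one-out alternatives. The exceptions were 2 genes with small changes that were not called. *dim-5* went from -0.07 to 0.039 when each library was centred, and ranged from -0.240 to 0.0331 across the 6 fits that each left out one library (0.0331 without the first and 0.0095 without the third wild-type library listed). *mus-51* went from -0.13 to 0.047 without the third wild-type library listed, and ranged from -0.265 to 0.047 across these fits. In 4 further cases a call was lost when one library was left out. *ccg-4* lost it without the first wild-type library or either the second or the third mutant library listed, and NCU12025 without the first wild-type library.

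The count of changed genes was 360, and was 317 with a pseudocount of 0.1, 389 in genes with a mean of at least 5 FPKM, 421 with each library centred, 331 after quantile normalization, and 380 with limma's robust setting. It fell to 188 without a filter on low values, to 135 without the variance trend, and to 45 when each transcript was tested on its own, where 43 of the 360 genes had a called transcript. The cause was not tested. Across the 6 fits that each left out one library, it ranged from 29 to 372 genes. Fewer libraries lower the power of the test, but the loss was uneven, from 29 genes without the first wild-type library listed to 372 without the third. The share of calls higher in the mutant was 34.7%, and was 66.7% with each library centred, 47.7% after quantile normalization and 53.2% without the third wild-type library listed. Over the 13 alternatives at the level of genes, 23 of the 360 genes were called in each, 8 higher and 15 lower. Called genes with a mean under 5 FPKM cannot be among these, because the filter at 5 FPKM does not test them. Of the alternatives chosen after the data were seen, removal of the trend with gene length gave 229 genes (115 higher and 114 lower), removal of the slope with gene length alone gave 195 (60 higher and 135 lower), and leaving out genes within 500 kb of *matA-1* gave 317.

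The lower limits of groups 1 to 4 moved most when genes at 0 in all wild-type libraries were left out, which by construction raises them. The highest value of group 1 stayed the same under this choice. Groups 1 to 4 then ended at 46.4, 18.1, 8.28 and 2.02 FPKM. Ranking each transcript gave a highest value of 12127 FPKM (the same when the highest transcript stood for its gene), and groups 1 to 3 ended at 33.9, 12.5 and 4.27 FPKM. The third wild-type library listed, ranked alone, gave a highest value of 15142 FPKM, and its groups 1 and 3 ended at 39.6 and 5.41 FPKM. Group 4 ended at 0.258 FPKM in the first library alone, 0.226 in the second alone, and 0.243 with the median of the 3. The mean of all 6 libraries gave a highest value of 16175 FPKM and 13.8 FPKM for the end of group 2. The mean of the mutant libraries gave a highest value of 32349 FPKM, which is *gpd-1*, and groups 2 to 4 ended at 13.2, 4.55 and 0.230 FPKM. The other limits moved by less than the SD between the wild-type libraries.

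The share of group 5 listed at 0 in all 3 wild-type libraries (66.2%) was 62.6% for transcripts. It was 78.6% when a mean under 0.1 FPKM was asked for and 83.9% when 0 in at least 2 libraries was, both of which are wider by construction. It ranged from 71.9% to 75.4% over 2 libraries, where fewer zeros are needed. The share of genes in the same group in 2 wild-type libraries (84.1%) was 80.4% for transcripts and 80.9% for genes with a mean of at least 1 FPKM, and ranged from 83.9% to 84.5% as each library was left out. The share in the same group in both strains (85.5%) was 82.4% for transcripts and 80.8% for genes with a mean of at least 1 FPKM, and ranged from 83.7% to 86.3% as each library was left out. The cause was not tested.

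Genes listed at 0 in one strain and expressed in each library of the other numbered 4 (expressed in the mutant) and 7 (expressed in the wild type). With at least 1 FPKM asked for in place of 0.33, they numbered 2 and 1, since fewer genes can pass. As each library was left out, which can only add genes, they ranged from 4 to 10 and from 11 to 17. The median log2 change of groups 1 to 4, formed on all 6 libraries, went from 0.03, -0.10, -0.14 and -0.18 to 0.135, 0.0028, -0.039 and -0.076 when each library was centred, and that of group 4 to -0.32 with a pseudocount of 0.1. The median of group 5 is 0 because most of its genes are at 0, and was not followed further. The excess of neighbouring changed genes stayed past its threshold in the 3 alternatives run. Depth limits the low groups most. At the limit of group 5, a gene of median length rests on an estimated 4.33 to 7.51 fragments per wild-type library.

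No paired analysis was possible because the columns of the table carry no replicate numbers that match the sample labels. The test of ribosomal protein genes was not run, because the gene table gives no product names.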

Other observations

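Of the tests below, those of *dim-2* against gene length, of *gpd-1* and *matA-1* as exceptions, of neighbouring genes without the mating type region, of the *hH1* transcripts left in the mutant and of the genes at 0 in the first mutant library were chosen after the data were seen.

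Expression groups formed separately on the means of the 2 strains placed 8322 of 9730 genes (85.5%) in the same group, 1395 genes 1 group apart and 13 genes 2 or more groups apart. Of the 10 splits of the 6 libraries into 3 and 3, the real one was the 1 split with a share this low, and the other splits lay between 88.4% and 90.5%. No share of splits under 0.1 is possible with 6 libraries. *gpd-1* was in group 5 by the wild-type values and in group 1 by the mutant values. By group, formed on the mean of all 6 libraries, the median log2 change in the mutant was 0.03 in group 1 (p = 0.4, two-sided exact permutation test), and -0.10, -0.14 and -0.18 in groups 2, 3 and 4 (each p = 0.1, the smallest that the 20 labelings allow). In each of groups 2, 3 and 4, the median was below 0 in 9 of the 9 pairs of a mutant and a wild-type library. With each library centred on its median, which shifts the groups alike, the median changes of groups 1 and 2 were 0.135 and 0.0028, and those of groups 3 and 4 stayed below 0, at -0.039 and -0.076. The direction of group 2 thus depends on the scaling.

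Of the 7 genes that the paper names and that could be tested, 1 (*hH1*) was past the threshold, both over all genes and when adjusted over the list alone. *cfp*, the second highest gene by the listed wild-type values, had a log2 change of -0.22 (standard error 0.12, adjusted p = 0.283 from limma, Benjamini-Hochberg). The DNA methyltransferase gene *dim-2* had a log2 change of -0.39 (standard error 0.17, adjusted p = 0.183 from limma), with each mutant library (5.13 to 6.14 FPKM) below each wild-type library (7.12 to 8.21 FPKM). The groups were separated, in either direction, in 32.3% of all tested genes, where chance gives 10%. *dim-2*, with a gene length of 5687 bases, is among the 1442 longest tested genes, whose median log2 change was -0.28. With the slope with gene length removed, its log2 change was -0.13 (adjusted p = 0.703 from limma), so most of its fall may go with its length. The H3K9 methyltransferase gene *dim-5* had -0.07 (adjusted p = 0.858 from limma), *hda-1* 0.14 (adjusted p = 0.551), *hH3* 0.19 (adjusted p = 0.275) and *mus-52* -0.53 (adjusted p = 0.122). Over the 8 alternatives, the adjusted p of *dim-2* ranged from 0.176 to 0.372 and that of *dim-5* from 0.476 to 0.986. The paper reports increased DNA methylation in the mutant, measured in cultures grown longer than the 5 hr of the RNA-seq cultures. A rise in the RNA of *dim-2* or *dim-5* was not detected at 5 hr. These RNA levels do not show the amount or activity of the enzymes in the cultures used for methylation. The other highly expressed genes NCU06110 and *nmt-1* changed by 0.37 and 0.33 on the log2 scale (adjusted p = 0.171 and 0.187 from limma). *mus-51* changed by -0.13 (adjusted p = 0.671 from limma). NCU09968 (LG VI 309546 to 315476) and NCU09969 (LG VI 314113 to 320071), which overlap the Sly1-1 region, were listed at 0 in all 6 libraries.

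Apart from *gpd-1*, whose wild-type value is uncertain, the largest rises were those of NCU02061 (0.668, 0.954 and 0 FPKM in the wild type and 21.3, 32.4 and 28.3 FPKM in the mutant), NCU12025 (0, 0 and 0.547 against 3.53, 8.06 and 11.0 FPKM), NCU01849 (25.3, 29.2 and 21.7 against 153, 147 and 162 FPKM) and *ccg-4*. NCU02061 (LG I 1500611 to 1502061) and NCU01849 (LG I 2265841 to 2267170) lie within 500 kb of *matA-1*. After *hH1* and *mfa-1*, the largest falls were those of NCU16720 (9.23, 6.11 and 9.45 FPKM in the wild type and 0.332, 0.291 and 0 FPKM in the mutant), NCU06513 (5.30, 7.07 and 8.06 against 0, 0 and 0.294 FPKM) and NCU07894 (6.66, 4.01 and 6.55 against 0, 0.404 and 0.294 FPKM). The 4 genes listed at 0 in each wild-type library and at 0.33 FPKM or more in each mutant library were *gpd-1*, *matA-1*, NCU01416 and NCU05980. The 7 genes with the opposite pattern were NCU02062 (within 500 kb of *matA-1*), NCU02847, NCU04169, NCU04917, NCU06160, NCU08635 and NCU08746. Those named at no other place here fall outside the rule for named genes and were chosen after their values were seen. The real split was the 1 split of the 10 that gave 11 such genes in both directions together, and the others gave 1 to 6. Of the 4 genes, *gpd-1* may be a skipped estimate in the wild type, which leaves 3. The mutant library with the most *gpd-1* reads has 1.63 times those expected in the shallowest wild-type library. This ratio bears on a skipped estimate only if each library was handled by itself. *matA-1* may be tied to the strain's mating type (12.8% of tested genes within 500 kb of it had changed). The 4 became 10 without the first mutant library or without the third wild-type library listed, so the number of silent genes switched on in the mutant is not settled by these libraries.

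Changed genes were neighbours more often than shuffled calls. There were 19 neighbouring pairs of tested genes that both changed in the same direction, against a mean of 9.81 in 10000 shuffles (p = 0.0056, one-sided permutation test). With genes within 500 kb of *matA-1* left out, 16 pairs were found against a mean of 8.99 (p = 0.0183, one-sided permutation test), which argues against the mating type region as the whole cause. Overlapping transcripts, other differences in strain background, and regulation of neighbouring genes were not tested and stay open.

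In the mutant, the *hH1* transcript NCU06863T0 was left at 0.0415% of its wild-type mean, while NCU06863T1 was at 9.34, 1.71 and 3.22 FPKM, against 4.45, 3.01 and 6.37 FPKM in the wild type. Wild-type cells or RNA in the mutant cultures would leave both transcripts at the same share, so the values argue against this source of the remaining *hH1* signal. The paper's text does not say which *hH1* mutant was used for RNA-seq. If it was the deletion strain, transcription from the edges of the deleted gene may give the remaining signal, which was not tested.

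The first mutant library listed had 2185 genes at 0, against 1577 to 1712 in the other 5 libraries. Its estimated depth was 1.41 times that of the first wild-type library and higher than that of the other mutant libraries, which argues against lower depth as the cause. Low genes were then chosen for each library by whole fragments in the other 5 libraries, so that a 0 in the library itself did not help a gene to be chosen. In the first mutant library, 67.5% of 83 such genes were at 0, where fragments drawn at random at its depth would leave 16.5%, and 2 genes held 1 fragment, where random draws would give 19.1. The other 5 libraries also had more genes at 0 than random draws would leave, by less. Genes were chosen for fragments in most of the other 5 libraries, which can raise the level expected of them. The random shares may therefore be too low in every library, and part of each excess may come from this choice. In the wild-type libraries, in the order listed, 32.0%, 30.7% and 17.6% were at 0, where random draws would leave 14.7%, 13.5% and 8.56%. In the second mutant library and the third, 28.6% and 28.1% were at 0, where random draws would leave 13.7% and 23.6%. A candidate explanation is that this library came from fewer distinct RNA molecules, each read several times, so that its depth overstates its precision. No biological explanation was tested, since the library shares its strain and growth with the other mutant libraries. Without it, the count of changed genes was 217 and the count of genes at 0 in wild type and expressed in the mutant was 10.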
